A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Coding and noncoding transcriptomes of NODULIN HOMEOBOX (NDX)-deficient Arabidopsis inflorescence" (2023).

How the data were processed

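Genomic DNA from 14-day-old Arabidopsis thaliana seedlings was measured by bisulfite sequencing, in which unmethylated cytosines are read as thymine and methylated cytosines are read as cytosine. Col-0, the wild-type accession, and ndx1-4, a T-DNA insertion mutant of NODULIN HOMEOBOX (NDX), were each represented by 2 libraries. Groups and replicate numbers were taken from the sample titles.

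The deposited files hold the authors' differentially methylated regions (DMRs) between ndx1-4 and Col-0 in the sequence contexts CG, CHG and CHH, where H is A, C or T. The methylation level of each region is a fraction from 0 to 1, given by the authors as one mean per genotype, with both libraries of a genotype combined. The difference in methylation level and the area statistic of each region are used as the authors deposited them, and both are treated as a score. The column name of the area statistic is the one used by a common region caller for the sum of the test statistics of the cytosines in a region. The number of cytosines and the length of each region were also deposited by the authors. The aligner, the methylation caller, the region caller, their versions and the calling thresholds were not stated in the labels. The smallest absolute differences were 0.0262 in CG, 0.0273 in CHG and 0.0203 in CHH, the smallest absolute area statistics were 11.9, 16.1 and 22.3, and the shortest region in each context was 51 bp. Changes below the authors' thresholds are outside these lists, so a place that is not listed may still have changed.

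Values of single libraries and read coverage were not used here. The depth behind each level is therefore unknown, no spread between replicates could be given, and no test across libraries was possible. All tests below ask how the listed regions are distributed, not whether a region would be called again in new plants. Listed regions are not independent replicates, and Wilson intervals of shares (95%) cover only the counting of regions.

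Coordinates were treated as 1-based with both ends included. They were checked against the RefSeq copy of the TAIR10.1 assembly. Both ends of a region fell on a cytosine of its context in 100% of the 2867 CG, 743 CHG and 3177 CHH regions on the 5 nuclear chromosomes. On the mitochondrial genome this held for 0% of CG, 2.22% of CHG and 5.56% of CHH regions, so the mitochondrial sequence behind the files differs from that reference, and mitochondrial regions were neither annotated nor placed. The per-context lists and the table were compared by coordinates and by area statistic. The sequence of the reference mitochondrial genome was aligned to the nuclear chromosomes with minimap2 2.31-r1302 to locate its nuclear copy.

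A region was called hypermethylated when its level was higher in ndx1-4 and hypomethylated when it was lower. The direction of regions in a context was tested by a two-sided sign-flip permutation over 1 Mb windows (100000 flips). Contexts were compared by swapping the context label within 1 Mb windows (100000 draws), which flips the sign of the within-window difference in hypermethylated share. Windows were weighted by the product of the 2 region counts over their sum. A first form of this test used the difference of the pooled shares. It was run on 1000 simulations without a difference between contexts, with either one share for all windows or shares that differ by window. With one share, it gave p-values under 0.05 in 10.3% of simulations for CHG against CHH (4046 regions) and 10.0% for CG against CHG (3810 regions), and the within-window form replaced it after the pooled values had been seen. With shares that differ by window, the pooled form gave 2.5% and 5.3%, so the excess arose only with one share. The within-window form gave 4.2% for CHG against CHH in both settings, and 4.8% and 5.2% for CG against CHG. For CG against CHH (6190 regions), the pooled form gave 5.7% with one share and 5.9% with shares by window, against 6.5% and 5.6% for the within-window form. The reason for the replacement therefore does not apply to CG against CHH, the comparison in which both forms give different calls. The pooled form is kept as an alternative.

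Pericentromeric regions were defined around the 100 kb bin of lowest exon coverage in 1 Mb smoothing and extended while smoothed coverage stayed under 50% of the chromosome median. The rule was fixed before the data were examined but left open which exons count. A first reading counted exons of RefSeq pseudogene records, which fill these parts of the chromosomes, and it returned 0.6 Mb over all chromosomes. Exons of records typed as genes were then used, which gave 21.1 Mb or 17.7% of the nuclear chromosomes. This choice was made after results under the first reading and under fixed centres had been seen. A reading with exons of protein-coding genes only was also computed. The share of regions with a pericentromeric midpoint was compared with 10000 random placements on the same chromosome (two-sided). The pericentromeric shares of the 2 directions were compared by a two-sided permutation of directions (100000 permutations) over regions merged when they lay within 1000 bp and had one direction.

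Overlap with features (at least 1 bp) was compared with 10000 random placements within the same chromosome and the same arm or pericentromeric compartment. Features were 27444 protein-coding genes, the 1 kb upstream of them, and 4843 pseudogenes. The planned transposable element class was replaced by pseudogenes after the annotation was seen, because a separate transposable element annotation was not used here. Overlap between contexts was compared with placements in the same way, and the directions of overlapping pairs were compared by 100000 permutations of directions within each context. P-values were adjusted by the Benjamini-Hochberg method within each family of tests, which held 3 tests for direction, 3 between contexts, 6 for pericentromeric placement, 3 for pericentromeric share by direction, 12 for features and 6 for overlap. The smallest p-value is 1.0e-05 for permutations and 1.0e-04 for placements.

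Regions named in the text were chosen by a rule set before the data were examined. In each context and direction, they are the 2 regions with the largest absolute area statistic among those with at least 10 cytosines. Regions at or within 2000 bp of NDX and FLC were looked up in addition. Alternatives covered larger differences, the upper 50% by area statistic, regions of at least 100 bp, merging, window size, weighting by length, leaving out each chromosome, other pericentromere definitions, other overlap rules and other placements. The tests were tested on simulated data. Without a difference, the tests in use gave p-values under 0.05 in 4.6% of simulations for the sign flip (833 regions), 4.2% to 6.5% for the within-window swap, 5.7% for the label permutation (833 regions) and 3.0% for placement (500 regions). Apart from shares that differ by window, simulated regions were drawn independently of their neighbours. The placement simulation used scattered features, not a contiguous compartment. These rates therefore do not cover clustering of the listed regions. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.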

Results

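DNA methylation was profiled by bisulfite sequencing in 14-day-old seedlings of Col-0 and of the ndx1-4 mutant, with 2 libraries per genotype. The authors listed 7023 differentially methylated regions between the genotypes. Of these, 2977 were in the CG context, 833 in CHG and 3213 in CHH. All 2977 CG, 833 CHG and 3213 CHH regions of the per-context lists were found in the authors' deposited table with identical coordinates and area statistics. In total, 6787 regions lay on the 5 nuclear chromosomes and 236 on the mitochondrial genome, and 0 were listed on the chloroplast genome. The median region length was 108 bp in CG, 104 bp in CHG and 143 bp in CHH, with a median of 8, 10 and 37 cytosines, respectively. Levels were given as one value per genotype without coverage, so the depth is unknown and no spread between replicates can be set beside any level.

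The first comparison addressed the direction of methylation changes in the mutant. In CG, 1624 regions (54.6%, 95% Wilson interval 52.8% to 56.3%) were hypermethylated and 1353 (45.4%) were hypomethylated in ndx1-4 (two-sided sign-flip permutation over 122 windows of 1 Mb, adjusted p = 0.0196). In CHG, 265 regions (31.8%, interval 28.7% to 35.1%) were hypermethylated and 568 (68.2%) were hypomethylated (permutation over 111 windows, adjusted p = 6.3e-04). In CHH, 1332 regions (41.5%, interval 39.8% to 43.2%) were hypermethylated and 1881 (58.5%) were hypomethylated (permutation over 122 windows, adjusted p = 0.0223). The CHH share moved most under the alternatives. Among regions with larger differences (at least 0.2 in CG, 0.15 in CHG and 0.1 in CHH), 54.2% of the CHH regions were hypermethylated, the opposite direction (permutation test, adjusted p = 0.179). The CG excess of hypermethylated regions kept its direction throughout, but not always its call. The CG share was 57.7% among regions with larger differences (permutation test, adjusted p = 3.0e-05), 55.6% with regions within 1 kb merged (permutation test, adjusted p = 1.8e-04) and 56.3% without the mitochondrial genome (permutation test, adjusted p = 3.0e-05). It was 52.5% in the upper 50% by area statistic (permutation test, adjusted p = 0.467) and 53.2% without chromosome 1 (permutation test, adjusted p = 0.246). The excess of hypomethylated CHG regions kept its direction and its side of the threshold under every alternative tried. Without the mitochondrial genome, 35.4% of CHG regions were hypermethylated (permutation test, adjusted p = 5.1e-04). The alternatives did not include the chromosome arms alone, where the excess was absent. There, 216 CHG regions were hypermethylated and 207 hypomethylated (51.1% hypermethylated, interval 46.3% to 55.8%).

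The direction of changes was then compared between contexts. Within 1 Mb windows, the hypermethylated share was 13.2 percentage points higher in CG than in CHG (permutation over 111 windows, adjusted p = 3.0e-05). The difference between CHG and CHH was −7.13 percentage points, with the lower share in CHG (permutation over 111 windows, adjusted p = 3.0e-05). For CG and CHH the call depended on the form of the test. The difference was 2.39 percentage points within windows (permutation over 122 windows, adjusted p = 0.286) and 13.1 percentage points between pooled shares (permutation test, adjusted p = 3.3e-04), the largest move of a result in this family. Both forms measure different things, since pooled shares also reflect where regions lie. On the arms, 58.9% of 2353 CG and 63.1% of 1722 CHH regions were hypermethylated. In pericentromeric regions, these shares were 44.4% of 514 and 16.8% of 1455. The small within-window value therefore averages differences of opposite sign and does not show that CG and CHH were alike.

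The size of the differences was described without a test, because the authors' threshold selected the regions. In the authors' deposited table, the median difference in methylation level was 0.406 in hypermethylated CG regions (95% interval of the median 0.399 to 0.415) and −0.387 in hypomethylated ones (−0.404 to −0.373). For CHG regions of the authors' deposited table, the medians were 0.254 (0.238 to 0.277) and −0.201 (−0.207 to −0.187). The corresponding CHH medians from the authors' deposited table were 0.0864 (0.0848 to 0.0886) and −0.0768 (−0.0780 to −0.0753). Weighting by length gave the hypermethylated CHG regions of the authors' deposited table a mean of 0.310. All these sizes include the mitochondrial regions, among them 99 hypomethylated CG and 88 hypomethylated CHG regions. Sizes without them were not computed.

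The next comparison asked whether changes concentrated around centromeres, where heterochromatin is abundant. Pericentromeric regions were 3.4 to 4.8 Mb long per chromosome and covered 17.7% of the nuclear chromosomes. Random placements fell anywhere on the chromosome, whether methylated in Col-0 or not. A fall can be listed only where Col-0 is methylated, so an excess over placement may also reflect where methylation lies. Among hypomethylated CHH regions, 1210 of 1845 (65.6%, interval 63.4% to 67.7%) were pericentromeric, against 18.3% in random placements (n = 1845 regions, adjusted p = 2.0e-04). Among hypomethylated CHG regions, 273 of 480 (56.9%, interval 52.4% to 61.2%) were pericentromeric, against 19.1% (n = 480 regions, adjusted p = 2.0e-04). Hypermethylated CHH regions were pericentromeric in 18.4% of cases (n = 1332) and hypermethylated CHG regions in 17.9% (n = 263), which did not differ from the placed shares of 17.7% and 17.9% (adjusted p = 0.661 and 1). In CG, 14.1% of hypermethylated regions were pericentromeric, below the placed 17.7% (n = 1613, adjusted p = 6.0e-04), and 22.8% of hypomethylated regions were, above the placed 18.0% (n = 1254, adjusted p = 2.0e-04). The CG excess of hypomethylated regions rested on chromosome 2, since without it the observed share was 0.423 percentage points above the placed share (n = 988 regions, adjusted p = 0.853). The definition of the compartment mattered most. When exons of pseudogenes were counted, the compartment was 0.6 Mb long and lay partly at other places. The observed minus placed share was then 0.547 percentage points for hypomethylated CHG (n = 480 regions, adjusted p = 0.130), 1.24 for hypomethylated CHH (n = 1845 regions, adjusted p = 6.0e-04) and 0.699 for hypomethylated CG (n = 1254 regions, adjusted p = 0.0060).

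**Figure D1:**
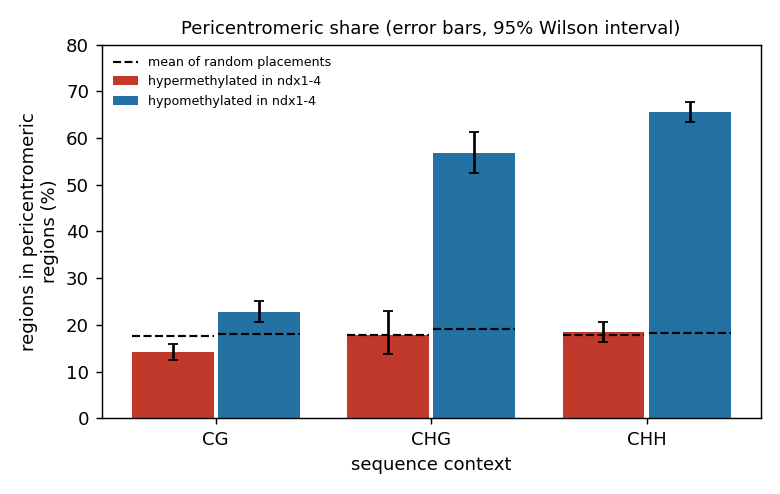
Share of nuclear regions with a pericentromeric midpoint (y axis, %) by sequence context (x axis) for regions hypermethylated (red) and hypomethylated (blue) in ndx1-4, with 95% Wilson intervals as error bars and the mean share of random placements as dashed lines. Hypomethylated CHG and CHH regions reach 56.9% and 65.6%, far above the placed shares of 19.1% and 18.3%. Placements were not restricted to DNA methylated in Col-0.

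Hypermethylated and hypomethylated regions were compared directly after regions of one direction within 1000 bp were merged. The pericentromeric share of hypermethylated minus hypomethylated CHH regions was −46.5 percentage points (18.4% of 1285 against 64.8% of 1658). In CHG the difference was −40.8 percentage points (16.8% of 244 against 57.6% of 436), and in CG it was −7.71 percentage points (14.2% of 1560 against 21.9% of 1202). Each of the 3 permutation tests gave an adjusted p of 1.0e-05, the smallest that the permutations can give. Without chromosome 2, the CG difference was −2.93 percentage points (permutation test, adjusted p = 0.0562). With pseudogene exons counted, none of the 3 differences passed the threshold (permutation test, adjusted p = 0.175). In CHH, 63.1% of the 1722 regions on the arms were hypermethylated (interval 60.8% to 65.4%), against 16.8% of the 1455 pericentromeric regions (interval 15.0% to 18.8%). In CHG, these shares were 51.1% of 423 and 14.7% of 320. In CG, they were 58.9% of 2353 and 44.4% of 514.

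**Figure D2:**
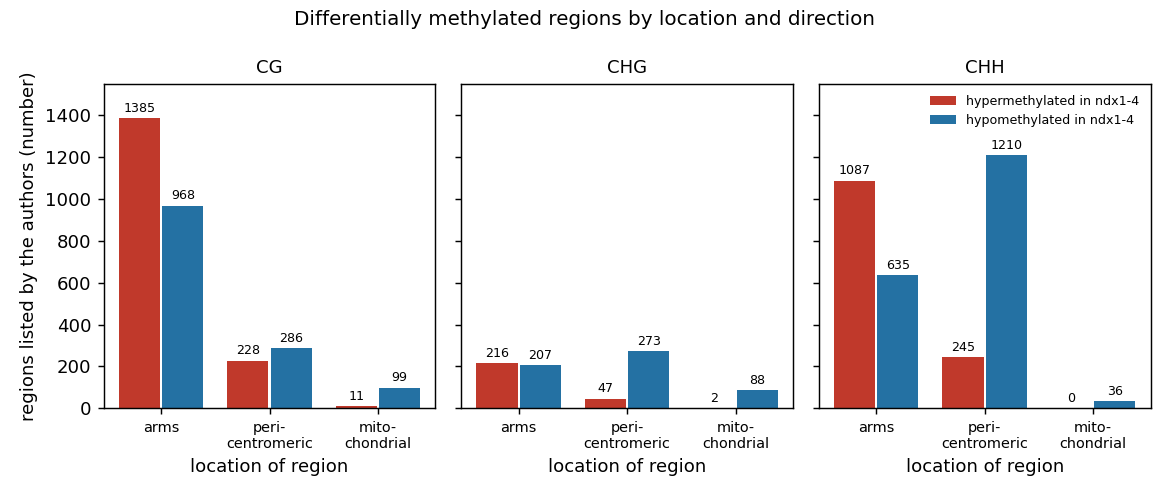
Number of listed regions (y axis) on chromosome arms, in pericentromeric regions and on the mitochondrial genome (x axis) for the contexts CG, CHG and CHH, hypermethylated (red) or hypomethylated (blue) in ndx1-4. In CHH, hypermethylated regions are more numerous on the arms (1087 against 635) and hypomethylated regions are more numerous in pericentromeric regions (1210 against 245).

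**Figure D3:**
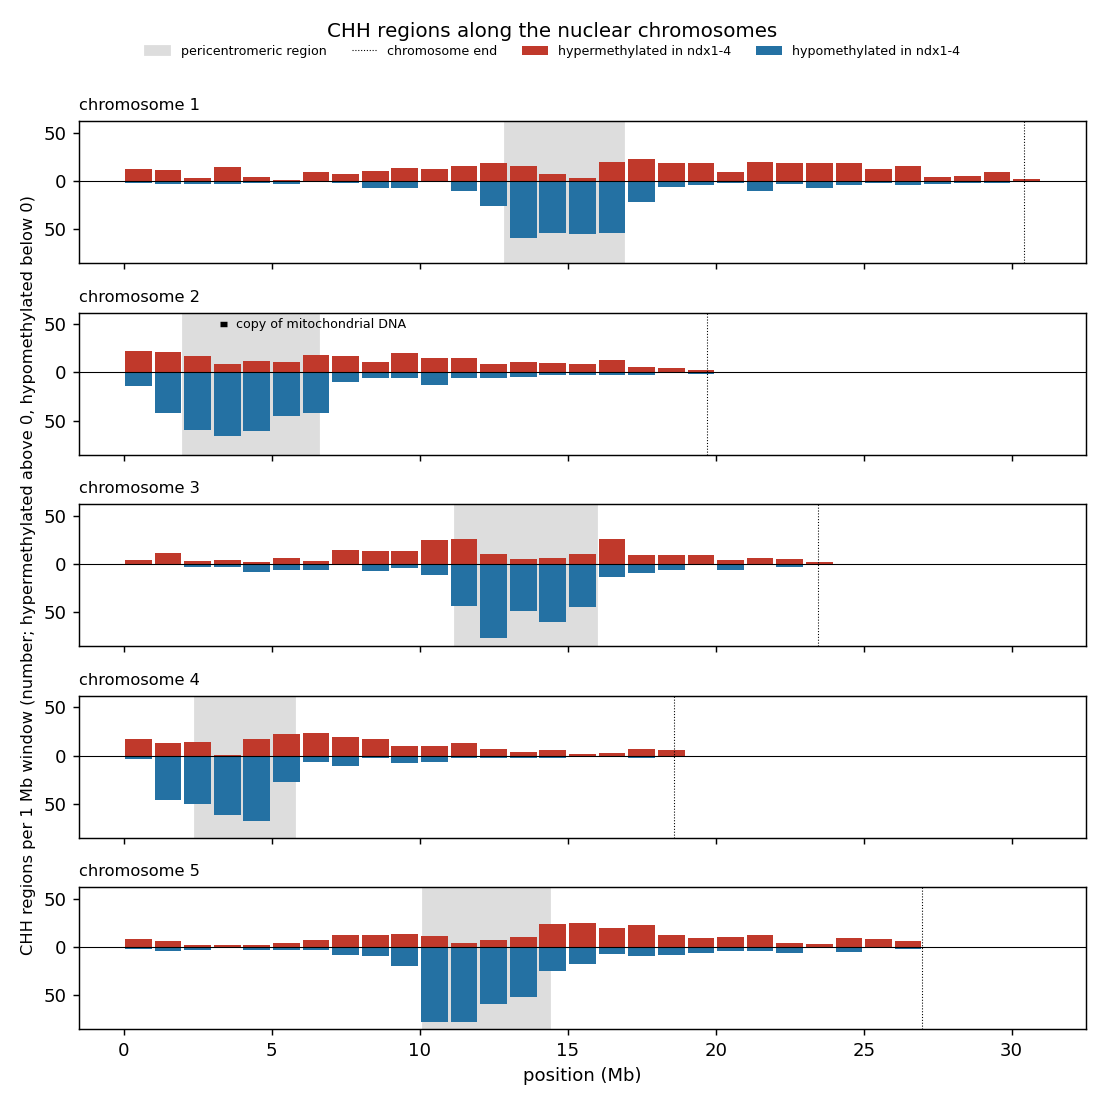
CHH regions per 1 Mb window (y axis, number, hypermethylated in ndx1-4 above 0 in red and hypomethylated below 0 in blue) along the 5 nuclear chromosomes (x axis, position in Mb), with pericentromeric regions shaded grey. Hypomethylated regions are densest in and next to the shaded parts, with up to 77 per window.

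The overlap of regions with annotated features was compared with placements in the same chromosome and compartment. These placements did not follow the Col-0 level, so a difference from them may also reflect where methylation lies. Protein-coding genes overlapped 53.7% of CG regions (n = 2867, placed share 56.5%, adjusted p = 0.0012), 21.3% of CHG regions (n = 743, placed 43.5%, adjusted p = 1.5e-04) and 13.4% of CHH regions (n = 3177, placed 42.3%, adjusted p = 1.5e-04). With placement within the chromosome only, the CHH share was below the placed share by a difference of −43.2 percentage points, the largest move in this family. Sequence within 1 kb upstream of genes overlapped 27.2% of CHG regions (placed 19.1%) and 23.9% of CHH regions (placed 18.7%), and both adjusted p-values were 1.5e-04. The CHH excess upstream was lost with placement within the chromosome only, where the difference was −0.359 percentage points (n = 3177, adjusted p = 0.655). In CG the upstream share was 25.5% (n = 2867, placed 23.9%, adjusted p = 0.0501). Pseudogenes overlapped 4.50% of CG regions (n = 2867, placed 9.50%, adjusted p = 1.5e-04), 20.5% of CHG regions (n = 743, placed 17.8%, adjusted p = 0.0439) and 19.6% of CHH regions (n = 3177, placed 18.7%, adjusted p = 0.135). The CHG excess in pseudogenes turned to a difference of −3.69 percentage points when placements needed enough cytosines (n = 743, adjusted p = 0.0063). Regions in none of these features were more frequent than placed in CG (25.7% against 21.7%), CHG (39.2% against 28.6%) and CHH (47.6% against 29.4%), each with an adjusted p of 1.5e-04. Transposable elements were not annotated here, so regions in none of these features may still lie in them.

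The overlap between contexts was examined to ask whether contexts changed at the same places. A region of another context overlapped 538 of 2867 CG regions (18.8%, chance 0.942%), 422 of 743 CHG regions (56.8%, chance 1.75%) and 511 of 3177 CHH regions (16.1%, chance 0.919%). Each adjusted p was 1.0e-04, the smallest that the placements can give. Here too, placements were not restricted to methylated DNA, so the excess over chance may in part reflect where methylation lies. Overlapping pairs had one direction in 316 of 317 CG and CHG pairs (chance 48.2%), 408 of 416 CG and CHH pairs (chance 49.0%) and 281 of 281 CHG and CHH pairs (chance 52.4%), with an adjusted p of 2.0e-05 in each permutation test. Counting pairs within 500 bp moved the CG and CHH value most, to 85.8% (permutation test, adjusted p = 2.0e-05). At 174 loci, regions of all 3 contexts overlapped, and 108 of these were hypermethylated, 63 hypomethylated and 3 mixed. The 2329 CG regions without an overlapping CHG or CHH region lay in protein-coding genes in 61.1% of cases, against 21.6% of the 538 with one.

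Individual regions are given as coordinates of the authors' files, with annotation from TAIR10.1. At NDX (AT4G03090, chromosome 4, 1366053 to 1371557, minus strand), 1 region was listed in the authors' deposited table, a CG region at 1366817 to 1367392 with 21 cytosines. It covered 479 bp of coding sequence, and its level in the authors' deposited table was 0.793 in Col-0 and 0.146 in ndx1-4. The mutant carries its T-DNA insertion in this gene, so the lower level there may come from the insertion itself. An effect of losing NDX function therefore cannot be read from this region. At FLC (AT5G10140, chromosome 5, 3173382 to 3179448, minus strand), 0 regions were listed in the gene or within 2000 bp of it.

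Among regions with the largest area statistics, 3 places were named in more than one context. On chromosome 1, the CG region at 28515048 to 28516124 spanned AT1G75945, a protein-coding gene at 28515245 to 28515916, and fell from 0.870 to 0.0183 in ndx1-4 in the authors' deposited table. The CHH region there, at 28515033 to 28516173, went from 0.139 to 0.00829 in the authors' deposited table. Also on chromosome 1, the CG region at 24082292 to 24082758 lay within ILA (AT1G64790), with 182 bp in coding sequence and 285 bp in introns, and overlapped AT1G64795 on the other strand. Its level was 0.902 in Col-0 and 0.0371 in ndx1-4, and that of the CHG region at 24082250 to 24082873 was 0.600 and 0.0148 in the authors' deposited table. On chromosome 3, the CG region at 15500523 to 15501398 was pericentromeric and 618 bp from the nearest gene, AT3G43580, and rose from 0.0810 to 0.885 in the authors' deposited table. The CHH region at 15500357 to 15501479 rose from 0.0207 to 0.140 in the authors' deposited table.

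The other 6 regions were named in a single context, which follows from the naming rule and does not mean that only that context changed. The hypermethylated regions below on chromosomes 5, 2 and 1 all lay at loci where regions of all 3 contexts overlapped and were hypermethylated. The CG region at 9707899 to 9709139 on chromosome 5 overlapped the pseudogene AT5G27500 and rose from 0.111 to 0.910 in the authors' deposited table. The CHG region at 6991388 to 6992212 on chromosome 2 overlapped the transcribed pseudogene AT2G16110 and rose from 0.0779 to 0.543 in the authors' deposited table. The CHG region at 19963419 to 19964076 on chromosome 1 lay in exons of MRD1 (AT1G53480) and of the overlapping HEI10 (AT1G53490), where it was untranslated, and rose from 0.0279 to 0.532 in the authors' deposited table. The hypomethylated CHG region at 4696304 to 4697255 on chromosome 4 was pericentromeric and 174 bp from the pseudogene AT4G07874, with levels of 0.310 in Col-0 and 0.0764 in ndx1-4 in the authors' deposited table. The CHH region at 11648885 to 11649845 on chromosome 2 covered exons of AT2G27229 and rose from 0.0132 to 0.198 in the authors' deposited table. The last was a mitochondrial CHH region at 198938 to 199895, in the coordinates of the authors' files, with levels of 0.0439 in Col-0 and 0.0157 in ndx1-4 in the authors' deposited table. Its mitochondrial sequence differs from that of the reference, so no annotation is given for it.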

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

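All tests in this part were chosen after the direction of the mitochondrial regions had been seen. The 236 mitochondrial regions make up 3.36% of the list and stand outside the comparisons of nuclear regions. They are counted in the main results on direction, between contexts and on size. They stand out because 223 of them (94.5%) were hypomethylated in ndx1-4, while the nuclear regions went both ways. In the authors' deposited table, hypomethylated mitochondrial CG regions had a median level of 0.242 in Col-0 and 0.132 in ndx1-4.

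Incomplete bisulfite conversion in Col-0 would raise cytosines of every context alike. At the 27 pairs of overlapping mitochondrial CG and CHH regions, however, the Col-0 level of the CG region was a median of 5.68 times that of the CHH region (lowest 4.02, highest 7.75), which argues against incomplete conversion as the whole cause. Chromosome 2 carries a copy of mitochondrial DNA between 3250465 and 3509765 in TAIR10.1, made of 6 aligned blocks of 98.3% to 99.9% identity, and reads of this copy may have been assigned to the mitochondrial genome. If so, the copy would be mostly hypomethylated as well. Of its 45 CG regions, 43 (95.6%) were hypomethylated, against 75 of 116 (64.7%) in the rest of the pericentromeric region of chromosome 2, a difference of 30.9 percentage points (two-sided Fisher's exact test with regions as units, p = 2.1e-05). These values are consistent with shared reads, and they do not tell which of both places the reads came from.

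A larger share of unmethylated mitochondrial reads in ndx1-4 is a candidate explanation for the fall in the copy itself. Such dilution would lower CG and CHG by one factor. Over 17 overlapping pairs in the copy, the log2 ratio of ndx1-4 to Col-0 was a median of 0.30 higher in CG than in CHG, and above 0 in 15 pairs (sign-flip permutation, p = 2.0e-04). On the mitochondrial genome the median was 0.19, with 53 of 60 pairs above 0 (sign-flip permutation, p = 1.0e-05). Falling pairs elsewhere on the nuclear chromosomes had a median of 0.29, with 85 of 136 above 0 (sign-flip permutation, p = 0.0436). The medians in the copy and elsewhere are alike, but pairs above 0 were more frequent in the copy and on the mitochondrial genome. Dilution and a loss of methylation in the copy cannot be told apart here, because read coverage was not used and the pairs were selected for falling. A biological effect of NDX on the copy stays open and untested.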

How the results depend on the processing

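Of 315 values recomputed under alternatives, 243 kept their direction and side of the threshold or stayed within the interval of the main value, 26 became weaker, 9 stronger and 16 reversed, and 21 sizes moved. No paired analysis was possible because the deposited levels combine both libraries of each genotype. For the same reason the planned fits without each replicate were not run. Unknown depth limits every level, since regions with few reads cannot be set apart. Where a change is given below, the cause was not tested unless stated.

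The CHG excess of hypomethylated regions and all results on overlap between contexts kept their direction and their side of the threshold under every alternative tried, but the overlap values moved. For the CHG excess, the arms alone were not among the alternatives, and 51.1% of the 423 CHG regions there were hypermethylated. With pairs within 500 bp, the share of pairs with one direction was 85.8% for CG and CHH and 92.1% for CHG and CHH, and the share of CHG regions near another context was 64.2%. Placement within the chromosome only leaves the pair directions unchanged by construction. Allowing starts within 1 bp could not change the agreement of lists and table, since every listed region already matched exactly. The CHH hypermethylated share reversed to 54.2% with larger differences only. With the upper 50% by area statistic, the CG and CHH shares were 52.5% and 46.2%, with regions of at least 100 bp 54.4% and 44.8%, and weighted by length 54.1% and 45.0%, all no longer past the threshold. Merging regions within 1 kb gave a CHH share of 43.2%, also not past it. Across fits leaving out one chromosome each, the CG share ranged from 53.2% to 56.3% and the CHH share from 38.9% to 42.1%. The CG call was lost without chromosome 1, 3, 4 or 5, fits that all still held the mitochondrial genome with its 11 hypermethylated and 99 hypomethylated CG regions. It was kept without the mitochondrial genome, without chromosome 2, with larger differences (57.7%), with merged regions (55.6%) and with 100 kb windows. The CHH call was lost without chromosome 2, 3, 4 or 5. The CG minus CHH difference within windows, not past the threshold, changed sign to −0.584 percentage points with larger differences and −0.555 with the upper 50% by area statistic. It was 13.1 and past the threshold with pooled shares, the first form of the test. The within-window form was chosen after the pooled values had been seen, and the call for CG and CHH depends on the form. Leaving out the mitochondrial genome together with its chromosome 2 copy, also chosen after seeing the data, changed none of these calls.

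Sizes moved with the summary used. Weighting by length gave means of 0.437 (hypermethylated CG), 0.310 and −0.223 (CHG), and 0.0971 and −0.0842 (CHH). Weighting by cytosines gave −0.351 (hypomethylated CG), 0.289 (hypermethylated CHG), and 0.0966 and −0.0832 (CHH). Regions of at least 100 bp had medians of 0.422 and −0.413 (CG), 0.284 and −0.208 (CHG), and 0.0891 and −0.0786 (CHH). Relative to the Col-0 level, a different unit that moves by construction, the medians were 3.27 and −0.824 (CG), 5.67 and −0.533 (CHG), and 1.36 and −0.548 (CHH).

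Observed minus placed pericentromeric shares depended on where the compartment ended. Under 25% of the median exon coverage, the share was −1.97 percentage points for hypomethylated CG (reversed and past the threshold), −4.57 for hypermethylated CHG (now past the threshold) and −2.85 for hypermethylated CHH (reversed and now past the threshold). Within 3 Mb of fixed centres, hypermethylated regions gave 1.51 in CG (reversed and no longer past the threshold), 7.73 in CHG (reversed and now past the threshold) and 6.26 in CHH (now past the threshold). The upper 50% by area statistic gave −0.488 for hypermethylated CG (weaker) and −4.07 for hypermethylated CHH (reversed and now past the threshold), and regions of at least 100 bp gave −2.10 (weaker) and −1.16 (reversed, not past the threshold). Leaving out one chromosome each, hypermethylated CHG ranged from −0.881 to 0.551 and hypomethylated CG from 0.423, without chromosome 2, to 7.17.

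The reading of the exon rule mattered most. Counting pseudogene exons was the first reading, and the one used here was chosen after results under it had been seen. The reading with protein-coding genes only was also added after seeing the data. Counting pseudogene exons left 1 or 2 bins of 100 kb per chromosome. The difference from placement was then −0.0104 percentage points for hypermethylated CG and 0.547 for hypomethylated CHG, and the hypermethylated minus hypomethylated differences were −0.486 (CG), −1.15 (CHG) and −0.755 (CHH), none past the threshold. Hypomethylated CHH (1.24) and hypomethylated CG (0.699) stayed above placement and past the threshold under this reading. Its bins on chromosomes 2, 3 and 5 lie outside the compartment used here, so it measures partly other places. Exons of protein-coding genes only gave 1.76 for hypermethylated CHG (reversed), with no other call changed. Under the other definitions, subsets and chromosome sets tried, the CHG and CHH differences between directions stayed past the threshold. The CG difference ranged from −10.4 to −2.93 across fits leaving out one chromosome each, and its call was lost without chromosome 2.

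Among features, the CG upstream excess, just short of the threshold, passed it with 50% overlap (1.92 percentage points), 2 kb upstream (3.49), the upper 50% by area statistic (5.44), regions of at least 100 bp (2.79) and placement where cytosines allow (2.51). Placement within the chromosome only turned the CHH upstream difference to −0.359 and raised the CHH pseudogene difference to 10.1, past the threshold. The CHG pseudogene difference was 0.967 with the upper 50% by area statistic and 1.13 with regions of at least 100 bp (both weaker), and −3.69 where cytosines allow (reversed). The CHH pseudogene difference was −0.216 with regions of at least 100 bp (reversed).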

Other observations

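In this part, the tests of bisulfite conversion and of the lowest class of Col-0 level were chosen after their results had been seen, and the others were written down before their values were computed. Tests in classes of the Col-0 level were chosen after the values for classes of the higher genotype level had been seen, and those in 20 classes after the values for 5. The other tests on pericentromeric regions were first run under the narrower reading of the exon rule, where the differences between directions did not pass the threshold, and then repeated under the one used here.

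Hypomethylated CHH and CHG regions were pericentromeric more often than hypermethylated ones. Higher methylation in pericentromeric DNA leaves more room for a fall, and such a ceiling could produce this pattern. Within 5 classes of the Col-0 level, the hypermethylated minus hypomethylated share remained −41.5 percentage points in CHH (permutation within classes, p = 1.0e-05, the smallest the permutations can give). Within 20 classes it was −40.3 (permutation within classes, p = 1.0e-05). Of these 20 classes, 18 held both directions, with 1014 of the 1332 hypermethylated and all 1845 hypomethylated regions. The lowest of the 5 classes did not show the pattern, with 15.0% of 601 hypermethylated and 17.1% of 35 hypomethylated regions pericentromeric, a difference of −2.17 percentage points (permutation, p = 0.807). In the other 4 classes, 14.7% to 24.0% of hypermethylated and 56.0% to 76.7% of hypomethylated regions were pericentromeric. These values argue against the Col-0 level as the whole cause in CHH above the lowest class, and leave it open in that class. In CHG the values were −36.0 percentage points within 5 classes and −37.2 within 20 (permutation within classes, p = 1.0e-05 in each). Of the 20 CHG classes, 12 held both directions, with 114 of 263 hypermethylated and 331 of 480 hypomethylated regions. The value within 20 classes therefore leaves out the other CHG regions. In the next classes above the lowest of the 5, 22.5% of 89 and 5.56% of 18 hypermethylated regions were pericentromeric, against 55.9% of 59 and 50.4% of 131 hypomethylated ones. This argues against the Col-0 level as the whole cause in CHG where both directions occur. The lowest class, with 149 hypermethylated and 0 hypomethylated regions, decides nothing, and the highest 2 classes held 6 and 1 hypermethylated regions. Classes of the higher of both genotype levels gave −45.0 in CHH and −37.8 in CHG. These decide nothing, because the change itself helps to set the class and the Col-0 level stays unmatched. A difference in bisulfite conversion between genotypes would push CHH one way everywhere. The hypermethylated CHH share was 46.3 percentage points higher on the arms (63.1%) than in pericentromeric regions (16.8%), on opposite sides of an even split, which argues against conversion as the whole cause. Without the chromosome 2 copy of mitochondrial DNA, the differences were −46.5 percentage points in CHH and −38.6 in CHG, so the copy does not account for them. Read coverage and the authors' thresholds were not tested and stay open, as does an effect of NDX that differs between arms and pericentromeric regions.

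Hypermethylated CHH regions lay within 1 kb upstream of protein-coding genes more often (39.3%) than hypomethylated ones (12.8%), a difference of 26.4 percentage points. Location explains part of it. Within chromosome and compartment the difference was 16.2 percentage points, and within 1 Mb windows it was 14.2. Within classes of the Col-0 level it was 23.6, and within classes of region length 25.2 (p = 1.0e-05 in each of the 4 permutation tests). These values argue against location at these scales, Col-0 level or length as the whole cause. The value within classes of the higher genotype level, 25.9, decides nothing for the reason given above. On the arms, 471 of 1087 hypermethylated regions (43.3%) were upstream, against 169 of 635 hypomethylated ones (26.6%). A gain of CHH methylation near genes in ndx1-4 alongside a loss in pericentromeric DNA is one hypothesis these data suggest. Hypomethylated CHH regions overlapped pseudogenes more often (29.2%) than hypermethylated ones (6.38%), which was not tested further.

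CG regions went both ways, with 1613 hypermethylated and 1254 hypomethylated on the nuclear chromosomes. If one pathway acting on all contexts at once were behind them, most would overlap a CHG or CHH region. Of the nuclear CG regions, 18.8% did. Changes below the authors' thresholds are not listed, so this value does not decide the question, and shared and separate causes cannot be told apart from it. Differences between the plant lines that do not come from NDX also stay open.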
